# Epigenetic Regulation of TET1-SP1 During Spermatogonia Self-Renewal and Proliferation

**DOI:** 10.3389/fphys.2022.843825

**Published:** 2022-02-11

**Authors:** Lingling Liu, Jin Wang, Shenghua Wang, Mudi Wang, Yuanhua Chen, Liming Zheng

**Keywords:** TET1, SP1, epigenetic modification, self-renewal, spermatogonia

## Abstract

Spermatogonia are the source of spermatogenic waves. Abnormal spermatogonia can cause ab-normal spermatogenic waves, which manifest as spermatogenic disorders such as oligospermia, hypospermia, and azoospermia. Among them, the self-renewal of spermatogonia serves as the basis for maintaining the process of spermatogenesis, and the closely regulated balance between self-renewal and differentiation of spermatogonia can maintain the continuous production of spermatozoa. Tet methylcytosine dioxygenase 1(TET1) is an important epitope modifying enzyme that catalyzes the conversion of 5-methylcytosine (5-mC) to 5-hydroxymethylcytosine (5-hmC), thereby causing the methylation of specific genes site hydroxylation, enabling the DNA de-methylation process, and regulating gene expression. However, the hydroxymethylation sites at which TET1 acts specifically and the mechanisms of interaction affecting key differential genes are not clear. In the present study, we provide evidence that the expression of PLZF, a marker gene for spermatogonia self-renewal, was significantly elevated in the TET1 overexpression group, while the expression of PCNA, a proliferation-related marker gene, was also elevated at the mRNA level. Significant differential expression of SP1 was found by sequencing. SP1 expression was increased at both mRNA level and protein level after TET1 overexpression, while differential gene DAXX expression was downregulated at protein level, while the expression of its reciprocal protein P53 was upregulated. In conclusion, our results suggest that TET1 overexpression causes changes in the expression of SP1, DAXX and other genes, and that there is a certain antagonistic effect between SP1 and DAXX, which eventually reaches a dynamic balance to maintain the self-renewal state of spermatogonia for sustained sperm production. These findings may contribute to the understanding of male reproductive system disorders.

## Introduction

According to research estimates, approximately 8–12% of couples worldwide are deeply affected by infertility, with approximately 50% of infertility being due to problems with the male partner (Minhas et al., 2021). The presence of male infertility may be associated with impaired sperm production due to congenital, genetic, or idiopathic factors (Vander Borght and Wyns, 2018). There is relevant evidence that when a mother conceives, the health status of the father at this time can influence the level of reproductive health of the offspring through the inheritance of epigenetic modifications (Craig et al., 2017). Epigenetic modifications play an important role in germ cell function and post-fertilization embryonic development. In order to form terminally differentiated spermatozoa and promote the totipotency of fertilized eggs, these epigenetic modifications must be precisely regulated. Male infertility or early embryonic dysplasia may be associated with reproductive disorders resulting from epigenetic alterations associated with the male reproductive process (Liu et al., 2019). Epigenetic modifications can be involved in the spermatogenesis process and affect the fate of spermatogonia by regulating reproduction-specific genes. Self-renewal is fundamental to maintaining the spermatogenesis process, and abnormal self-renewal of spermato-gonia leads to reduced stability, causing decreased fertility, which eventually manifests as testicular atrophy or even infertility (Zheng et al., 2016).

The DNA hydroxymethylase TET1 is an important epitope-modifying enzyme (Ross and Bogdanovic, 2019). The TET1 protein possesses a catalytic structural domain with α-ketoglutarate (α-KG) and Fe2+ binding sites near the carbon terminus, a cyste-ine-rich region in front of the catalytic structural domain, and a CXXC structural domain with recognition function near the nitrogen terminus (Rasmussen and Helin, 2016), which can be directly recognized and bound to DNA to facilitate recruitment of genomic targets (Zhang et al., 2010). TET1 can catalyze the conversion of 5-methylcytosine (5-mC) to 5-hydroxymethylcytosine (5-hmC), which can further be converted to 5-formylcytosine (5fC) and 5 carboxycytosine (5caC). It is then recognized and excised by thymine—DNA glycosylase (TDG) and subsequently converted to cyto-sine *via* the base excision repair pathway (BER), which hydroxylates the methylation sites of specific genes, thus enabling the process of DNA demethylation and regulation of gene expression (Lio et al., 2019). Also, the hydroxylation product 5hmC can regulate gene transcription through its own recruitment (Cui et al., 2020). Localization distribution analysis at the genome-wide level revealed that TET1 and its hydroxylation product 5hmC are mainly distributed in many promoters, exons, transcription initiation regions and other important locations, which also suggests that TET1-mediated demethylation is closely linked to gene transcriptional activity (Wu and Morris, 2001; Wu et al., 2011).

Sp1 transcription factor (SP1) is a known member of the transcription factor family that also includes SP2, SP3, and SP4, which are involved in a variety of important biological processes (Peng et al., 2020). The structure of SP1 possesses three highly homologous C2H2 regions that feature direct binding to DNA and therefore enhance the transcriptional activity of genes (Memon and Lee, 2018). The SP family has a highly conserved DNA-binding structural domain (C-terminal structural domain), while the N-terminal region varies, so it is through this structural domain that many transcription factors regulate gene transcription (Zhang et al., 2013). The proteins encoded by SP1 can be involved in many cellular processes, such as cell growth, cell differentiation, apoptosis, immune response, chromatin remodeling, and DNA damage (Xu et al., 2019). Interestingly, SP1 not only initiates transcription but also has a regulatory role in activating or repressing processes (Vellingiri et al., 2020). It has been found that SP1 can activate gene transcription in many cells, and the promoter regions of these activated genes contain abundant GC binding sites (Vizcaíno et al., 2015). SP1 target genes are mainly involved in cell proliferation as well as tumorigenesis (Guo et al., 2019). Previous studies have found that the SP family is commonly over-expressed in certain human cancers and therefore is often considered as a negative prognostic factor (Beishline and Azizkhan-Clifford, 2015). When SP1 is overexpressed, it can contribute to the malignant phenotype of various human cancers by upregulating a number of genes associated with proliferation, invasion and metastasis, as well as certain genes with stem-ness and chemoresistance, resulting in a negative prognosis (Dupuis-Maurin et al., 2015).

The biological functions of DAXX (death domain associated protein) are complex. Previous studies have found a noteworthy commonality among various cancers in that DAXX is overexpressed in a variety of cancers and its possible association with tumorigenesis, disease progression and treatment resistance (Mahmud and Liao, 2019). DAXX was identified in 1997 as a regulator of FAS-binding protein and Jun N-terminal kinase (JNK)-mediated cell death (Yang et al., 1997; Chang et al., 1998). DAXX is almost ubiquitous in human tissues and its role in embryonic development is also crucial (Bogolyubova and Bogolyubov, 2021). DAXX can bind to a variety of DNA through transcription factors (TFs), chromatin-associated proteins, core histones, epigenetic regulators, etc., to regulate gene expression as transcriptional co-repressors or co-activators (Ivanauskiene et al., 2014; Nye et al., 2018; Wasylishen et al., 2018; Heaphy et al., 2020).

Previous studies have found that TET1 can participate in the spermatogenesis process and affect the self-renewal and proliferation of spermatogonial stem cells (SSCs; Zheng et al., 2016), but the hydroxymethylation sites of TET1 specific action and the mechanism of interactions affecting key differential genes are not clear. Therefore, in this study, by over-expressing TET1 in spermatogonia and discovering the differential methylation sites of TET1 hydroxylation by sequencing, and combining with mRNA level and protein level analysis, we further explain the epigenetic regulation mechanism of TET1 on spermatogonia self-renewal from the epigenetic level, which provides scientific basis for studying spermatogenesis, revealing the causes leading to spermatogenic disorders, and elucidating the mechanism of this will provide important scientific clues for the study of spermatogenesis, reveal the causes of spermatogenesis disorder, and elucidate its mechanism, and provide important scientific clues for cytogenetic treatment of male infertility.

## Materials and Methods

### Cell Culture and Plasmid Transfection

Mouse spermatogonia GC-1 cells were used for cell culture, complete medium was made by adding 10% fetal bovine serum (FBS) to the basal medium DMEM of Hyclone, and cells were cultured in a humidified environment containing 5% carbon dioxide at 37°C. Passage was performed every 3 days. At the time of passage, digestion was stopped by adding complete medium containing serum after digestion with trypsin digestion solution (Beyotime) containing .25% trypsin and .02% ethylene diamine tetraacetic acid (EDTA) for 2 min. When the Mouse spermatogonia GC-1 cells were cultured with the density of 75%, fresh DMEM consisted of FBS and other supplements were replaced. 30 min later, Lipofectamine 3000 reagent (Thermo) and plasmid (MYC and MYC-TET1) were, respectively, co-incubated with a volume V(MYC) = (2,500 ng/600 ng/ul) and V(MYC-TET1) = (2,500 ng/800 ng/ul) at room temperature for 15 min, then added to the medium and blended them. 12 h later, fresh DMEM contained all the supplements were replaced.

### After 24–48 h Transfection, the Transfected Cells Were Collected for Subsequent Analysis. Real-Time Reverse Transcriptase Polymerase Chain Reaction

Twenty-four hours after cell transfection, transfected cells were collected, with Trizol (Thermo) Total RNA was purified and purified with cDNA was synthesized by a reverse transcription kit (SPARKscript II RT Plus Kit), followed by the use of SYBR Green qPCR Mix for SPARK and a fluorescence quantitative PCR instrument (ABI, QuantStudio6 Flex) Real-time reverse transcription-polymerase chain reaction (RT-PCR) was performed. GAPDH as a housekeeping gene for the normalization of gene expression. Primers were synthesized by Shanghai Shenggong. Primer pairs used in the experiments are listed in following Table 1.

**Table 1:** QRT-PCR primers.

Gene	Forward	Reverse
GAPDH	TGGCCTTCCGTGTTCCTAC	GAGTTGCTGTTGAAGTCGCA
TET1	GAGCCTGTTCCTCGATGTGG	CAAACCCACCTGAGGCTGTT
PLZF	CACCGCAACAGCCAGCACTAT	CAGCGTACAGCAGGTCATCCAG
GFRα1	GACCGTCTGGACTGTGTGAAAG	TTAGTGTGCGGTACTTGGTGC
PCNA	AGTGGAGAACTTGGAAATGGAA	GAGACAGTGGAGTGGCTTTTGT
Cylin A	TGGCTGTGAACTACATTGA	ACAAACTCTGCTACTTCTGG
Cylin E	GTGGCTCCGACCTTTCAGTC	CACAGTCTTGTCAATCTTGGCA
MAGE4	ATGGAAAATCCCGATAACACCC	AGGACTTGGTAATCCACTACTGT
PRDM1	TGGAGGACGCTGATATGACT	CTTACCACGCCAATAACCTC
VASA	GATAATCATTTAGCACAGCCTC	GTCAACAGATGCAAACACAG
DAZL	ATGTCTGCCACAACTTCTGAG	CTGATTTCGGTTTCATCCATCCT
C-KIT	CGCCTGCCGAAATGTATG	TCAGCGTCCCAGCAAGTC
SP1	GGCAGCGAGTCTTCCAAGAA	GATGATCTGTTGGTTTGCACCT

### Western Blot

After 48 h of cell transfection, transfected cells were collected. Proteins were extracted from transfected cells, and protein concentrations were determined with a BCA protein quantification kit (P0010S, Beyotime). Protein samples were denatured by 5% SDS-PAGE sample loading buffer, solubilized with 10% SDS-PAGE, and transferred to PVDF membranes. Detection was performed with β-actin (.5 ug/ml, GenScript#A00702S#Mouse) and anti-SP1 (1:1,000; Boster#A00110-1#Rabbit), anti-PLZF (1:1,000; Boster#PB1010#Rabbit), anti-GFRα1 (1:1,000; Boster#PB0199#Rabbit), anti-P53 (1:1,000; Bioworld#BS6437#Rabbit) and anti-DAXX (1:1,000; Bioworld#BS2411#Rabbit). Horseradish peroxidase-conjugated anti-rabbit (1:5,000, Boster#BA1054) and anti-mouse (1:10,000, Boster#BA1050) were used as secondary antibodies. The substrates were detected with a high-sensitivity ECL chemiluminescence kit (P0018S, Beyotime), and the results were analyzed with a Tanon-5200 automated gel imaging system.

### Immunofluorescence Microscopy

Immunofluorescence staining of cells: cells cultured *in vitro* were washed twice with phosphate buffered saline (PBS), fixed with 4% paraformaldehyde (PFA) for 15 min at room temperature, and washed twice with PBS for 5 min each time. The membrane was permeabilized with .1% TritonX-100 for 10 min at room temperature and then washed twice with PBS for 5 min. If the protein is a membrane protein, omit this step. After washing with PBS three times for 5 min each, they were blocked with 1% bovine serum albumin (BSA) for 1 h at room temperature and then incubated with SP1 primary antibody (1:500, Boster#A00110-1#Rabbit) overnight at 4°C. After three washes with PBS, they were incubated with the appropriate secondary antibody (DyLight 488, Goat Anti-rabbit IgG, Boster# BA1127) for 40 min at room temperature. After the slides were washed with PBS, 1 μg/ml of nucleic acid fuel DAPI (biosharp#BS097) was added. Images were captured using a Nikon inverted fluorescence microscope.

### Transcriptome Sequencing and Protein Sequencing Data

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE193717.^1^

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium *via* the PRIDE partner repository with the dataset identifier PXD030967.

### Statistical Analysis

Data were expressed as means ± SD (*n* ≥ 3) and analyzed using GraphPad Prism 7 (GraphPad Software, San Diego, CA). Firstly, the data were verified to conform to normal distribution and homogeneity of variance. Comparison between two groups was analyzed using the *t*-test. Comparison among groups was analyzed using one-way ANOVA. If the data did not conform to normal distribution or homogeneity of variance, the rank-sum test was employed for the nonparametric analysis. Statistical significance was defined as *p* < .001(***), *p* < .01(**), or *p* < .05(*).

## Results

### TET1 Overexpression Maintains Self-Renewal and Accelerates Proliferation of Spermatogonia

To identify the effect of TET1 overexpression on spermatogonia self-renewal and proliferation, we examined spermatogonia-specific related genes in the TET1 overexpression group and control cells, respectively. QRT-PCR results showed that the mRNA expression level of TET1 was significantly increased in TET1 overexpression cells (Figure 1A), and PLZF, which is related to spermatogonia self-renewal, had its mRNA level expression increased significantly (Figure 1B) and its protein level expression also increased to some extent (Figures 1F,G), the changes of mRNA expression level and protein level of GFRα1 were not obvious (Figures 1C,H,I), and the mRNA expression level of MAGE4 and PRDM1 decreased (Figures 1D,E), the above results indicate that TET1 has maintained the function of spermatogonia self-renewal.

**Figure 1:**
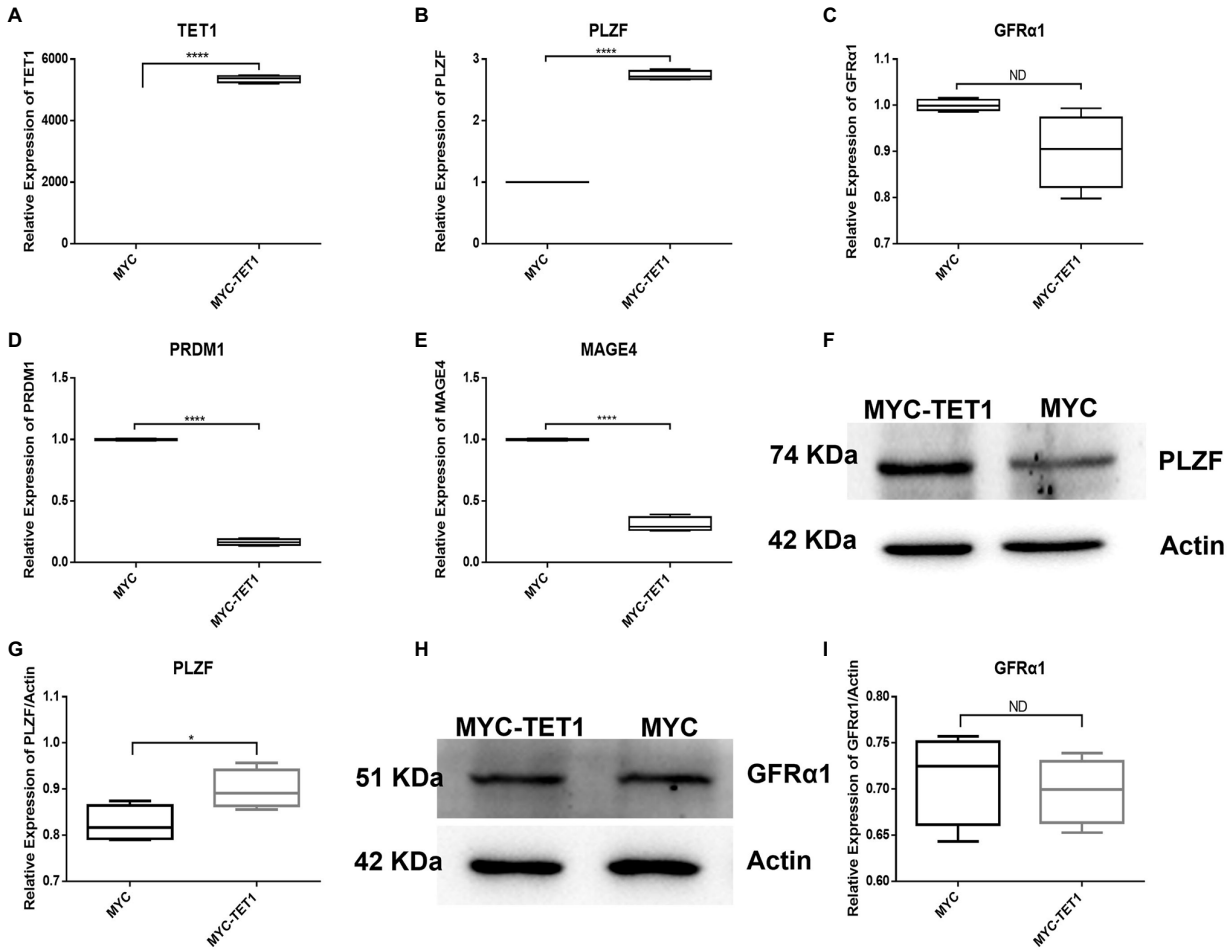
Relative expression of specific genes in spermatogonial cells. **(A)** The mRNA expression of TET1 in spermatogonial cells was detected by QRT-PCR. **(B)** The mRNA expression of PLZF in spermatogonial cells was detected by QRT-PCR. **(C)** The mRNA expression of GFRα1 in spermatogonial cells was detected by QRT-PCR. **(D)** The mRNA expression of PRDM1 in spermatogonial cells was detected by QRT-PCR. **(E)** The mRNA expression of MAGE4 in spermatogonial cells was detected by QRT-PCR. **(F)** The expression of PLZF in TET1 overexpressed cells was detected by Western Blot. **(G)** Quantification of PLZF protein levels in TET1 overexpressed cells. **(H)** The expression of GFRα1 in TET1 overexpressed cells was detected by Western Blot. **(I)** Quantification of GFRα1 protein levels in TET1 overexpressed cells. *p* < .0001(****), *p* < .001(***), *p* < .01(**), *p* < .05(*).

Although the mRNA expression levels of Cylin A and Cylin E, which are related to the cell cycle, were somewhat decreased in TET1 overexpression cells (Figures 2B,C), the expression of PCNA, a gene specific for cell proliferation, was significantly increased at the mRNA level (Figure 2A). At the protein level, the expression level of PCNA decreased (Figures 2D,E), indicating that TET1 overexpression enhanced cell transcription and favored cell proliferation. The mRNA expression levels of VASA, DAZL, and C-KIT, which are associated with spermatogonial differentiation, were all increased to some extent (Figures 3A–C), indicating that TET1 can promote spermatogonial differentiation. All the above results indicate that TET1 overexpression can maintain the self-renewal state of spermatogonia, which leads to enhanced cell transcription and facilitates cell proliferation and differentiation.

**Figure 2:**
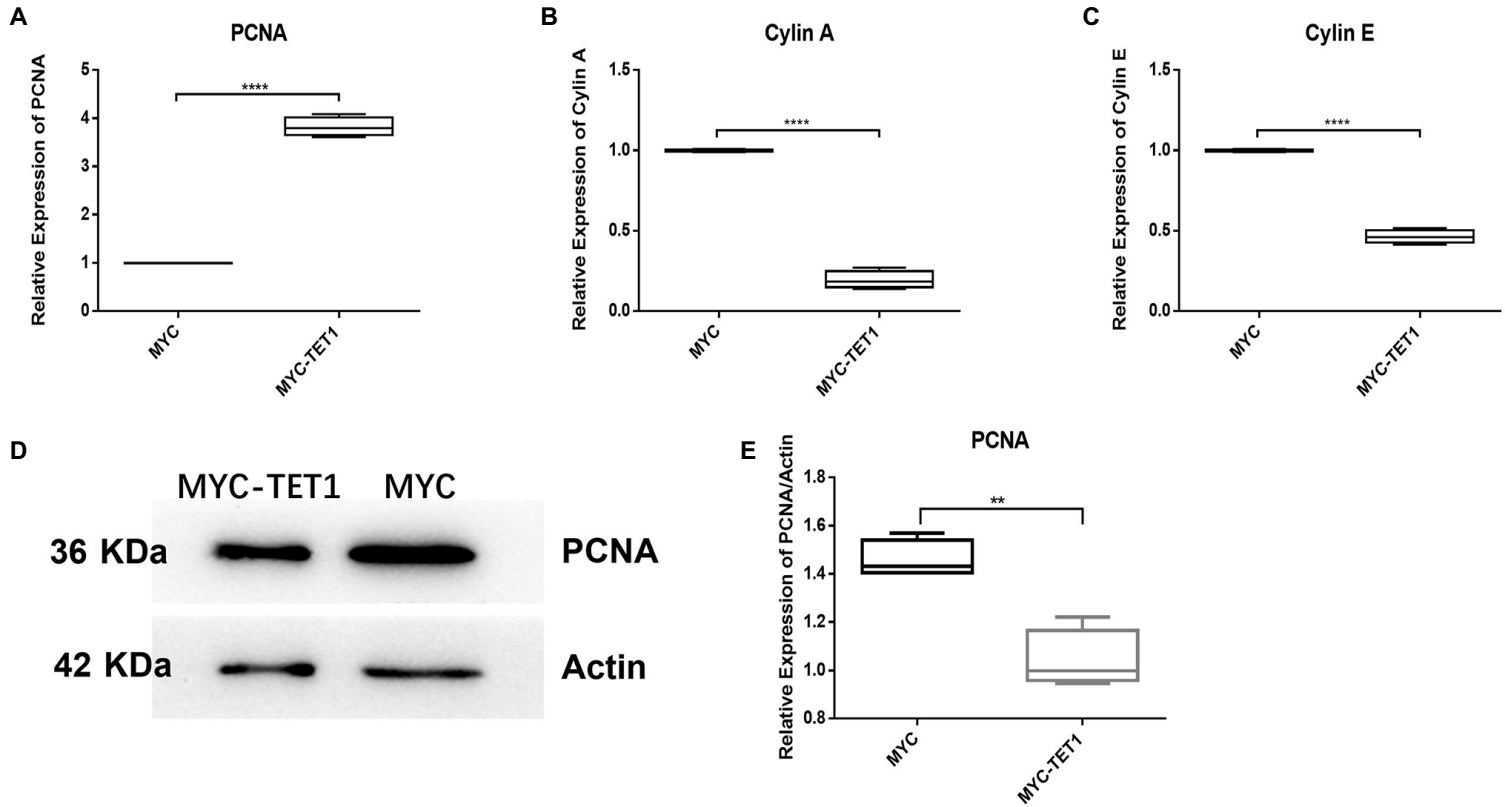
Relative expression of specific genes in spermatogonial cells. **(A)** The mRNA expression of PCNA in spermatogonial cells was detected by QRT-PCR. **(B)** The mRNA expression of Cylin A in spermatogonial cells was detected by QRT-PCR. **(C)** The mRNA expression of Cylin E in spermatogonial cells was detected by QRT-PCR. **(D)** The expression of PCNA in TET1 overexpressed cells was detected by Western Blot. **(E)** Quantification of PCNA protein levels in TET1 overexpressed cells. *p* < .0001(****), *p* < .001(***), *p* < .01(**), *p* < .05(*).

**Figure 3:**
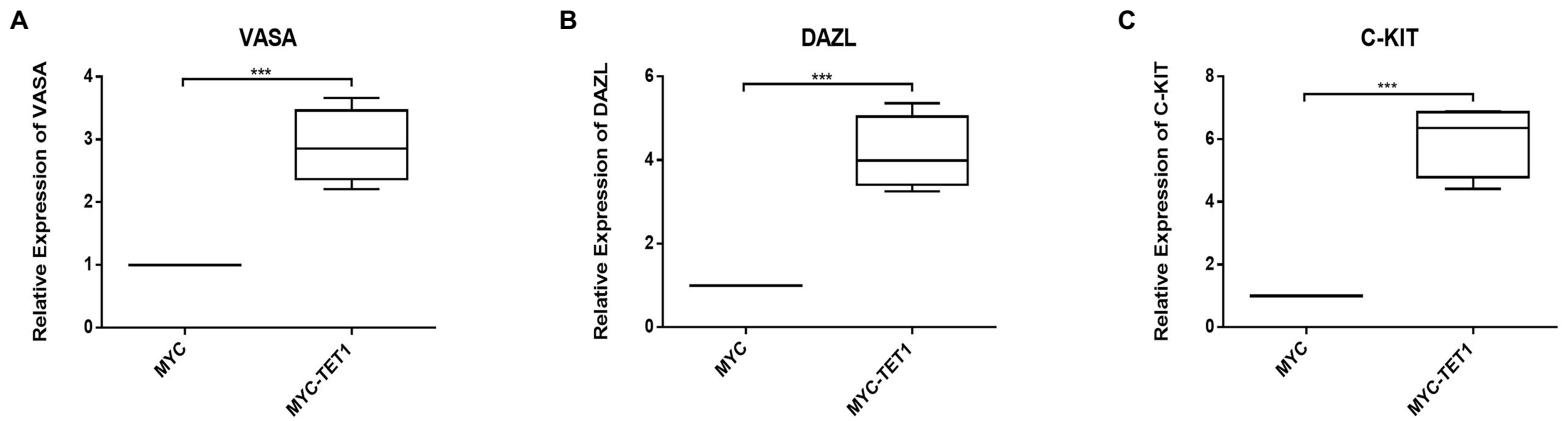
Relative expression of specific genes in spermatogonial cells. **(A)** The mRNA expression of VASA in spermatogonial cells was detected by QRT-PCR. **(B)** The mRNA expression of DAZL in spermatogonial cells was detected by QRT-PCR. **(C)** The mRNA expression of C-KIT in spermatogonial cells was detected by QRT-PCR. *p* < .001(***), *p* < .01(**), *p* < .05(*).

### Analysis of Global mRNA Levels After TET1 Overexpression

To identify the dynamic changes in the overall mRNA levels in spermatogonia after TET1 gene overexpression, we examined TET1 overexpression cells and control cells by RNA-seq and QRT-PCR techniques. 

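The RNA-seq data came from GC-1 cells, a mouse cell line of spermatogonial origin, transfected with the MYC plasmid (control cells) or the MYC-TET1 plasmid (TET1 overexpression group) and collected at 24 h and at 36 h. There was 1 library for each of the 4 conditions, so no difference between conditions has a replicate check, and no p-value was computed. The authors deposited, for 55385 genes listed by Ensembl identifier, the number of reads counted on each gene and the FPKM value, which divides the count by transcript length and by library depth. The paper's text does not name the aligner, the counting tool or the annotation. The counts summed to 66797452 for MYC and 71457883 for MYC-TET1 at 24 h, and to 60611877 for MYC and 72547105 for MYC-TET1 at 36 h. Tet1 (ENSMUSG00000047146), which the deposited table places on chromosome 10 from 62804570 to 62908996 on the reverse strand, checked the labels of the libraries. Its FPKM was 0.05 in MYC and 40.2 in MYC-TET1 at 24 h, from 61 and 49451 counts, and 0.06 in MYC and 19.6 in MYC-TET1 at 36 h, from 59 and 24467 counts. Both libraries labelled MYC-TET1 therefore carried far more Tet1 reads than both control libraries. Expression was compared as the log2 ratio of MYC-TET1 to MYC FPKM after adding a pseudocount of 0.1, which understates the change of genes with low FPKM. On this scale the log2 fold change of Tet1 at 36 h was 6.98. Genes were compared when their FPKM was at least 1 in at least 1 of the 2 libraries. Genes that the table lists with a count of 0 have an FPKM of 0.0001 or less, so these values have no order.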

We used differential multiplicity FC > =2 or FC < = .5 (that is, the absolute value of log2FC > = 1) and value of *p*<.05 as the criteria, and the genes thus screened were differentially expressed genes (DEGs). 

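At 36 h, 11959 genes reached an FPKM of 1 in the MYC or the MYC-TET1 library. Of these genes, 209 were at least 2-fold higher in the TET1 overexpression group than in control cells and 239 were at least 2-fold lower. The remaining genes changed less than 2-fold, and 91.5% of the genes compared changed less than 1.5-fold. The median log2 ratio over all genes compared was -0.003. These counts rest on the 2-fold threshold alone, since 1 library per condition gives no p-value. The result depended most on the filter on low FPKM. Without it, 1160 genes were at least 2-fold higher and 1018 were at least 2-fold lower. Among the 448 genes past the threshold, 177 had a protein-coding transcript type and 159 had a pseudogene transcript type, whose reads the counting could have shared with their parent genes. In 30 of the 448 genes, 1 of the 2 libraries had a count of 0. Only 5 of the genes compared had a larger absolute log2 ratio than Tet1.

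**Figure D1:**
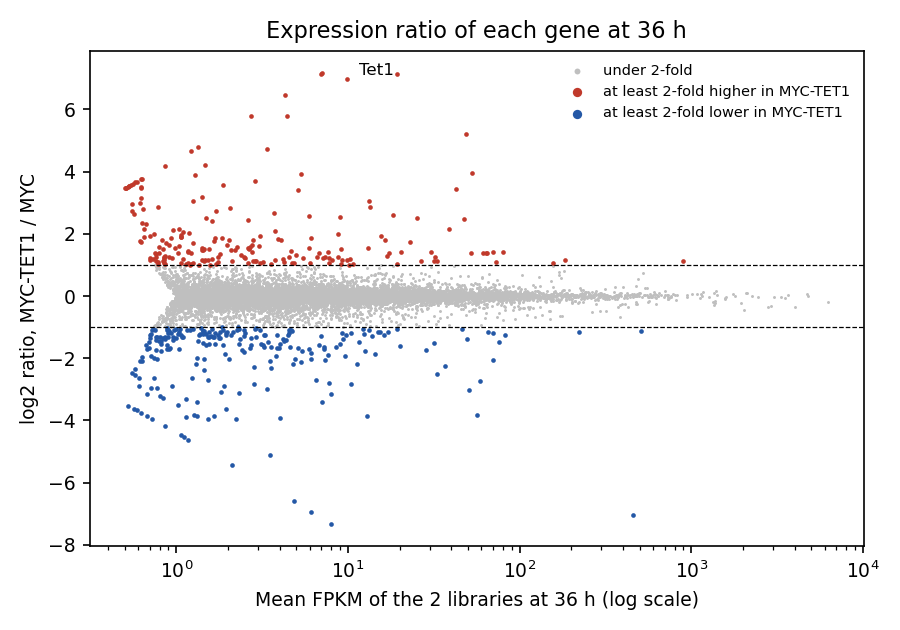
Each point is a gene with an FPKM of at least 1 in MYC or MYC-TET1 at 36 h, with its mean FPKM in the 2 libraries on a log scale on the horizontal axis and its log2 ratio of MYC-TET1 to MYC on the vertical axis. The dashed lines mark the 2-fold threshold, the 209 higher genes are red, the 239 lower genes are blue, and Tet1 lies at 6.98.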

The sequencing results showed that there were 455 differentially expressed genes, of which 195 genes were upregulated at the mRNA level and 260 genes were downregulated at the mRNA level (Figure 4A). 

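The deposited table gives gene ontology terms for each gene, and 176 of the genes at least 2-fold different at 36 h had any term. Of these, 30 genes, or 17.0%, were annotated to regulation of transcription, DNA-templated (exact Clopper-Pearson 95% interval from 11.8% to 23.4%). Among all 10149 annotated genes that were compared, 745 genes, or 7.3%, had this term. The median share in 10000 random lists of the same size, matched on mean expression, was 9.66%, and the observed share lay at percentile 99.96 of those lists. The annotated genes were 12 of the higher and 18 of the lower genes. Their share was 13.2% among the higher genes, at percentile 86.4, and 21.2% among the lower genes, at percentile 99.95. With a 4-fold threshold, the share was 22.9%, against a median of 10.4% in matched random lists, at percentile 99.6. With the 2-fold threshold and an FPKM mean of at least 5 over the 4 libraries required, the share was 9.2%, against a median of 4.6%, at percentile 89.3. Genes described as zinc finger proteins, whose paralogs can share reads, contributed 16 of the genes past the 2-fold threshold in the main comparison. With these genes left out of the list and of the background, the share was 10.0% and lay at percentile 93.1. Among the other terms, metal ion binding covered 27.3% of the annotated genes past the threshold and 20.2% of those compared, and nucleic acid binding covered 18.8% and 8.55%.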

Using GO analysis, we found that genes involved in transcriptional regulation were significantly enriched in TET1 overexpressing spermatogonia (Figure 4B). This result suggests that TET1 overexpressing cells are more conducive to cellular transcription than control cells, resulting in enhanced cellular activity.

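Most genes of this annotation differed little between the 2 libraries at 36 h. Of the 745 genes, 96.0% changed less than 2-fold. Their median log2 ratio of MYC-TET1 to MYC was -0.014, which lay at percentile 3.16 of 10000 random lists of genes matched on mean expression. This percentile describes the 2 libraries and is not a test across replicates. The random lists were not matched on GC content, which the log2 ratio at 36 h followed across genes with a Spearman rho of 0.21. A shift this small could therefore also follow from GC content. From the enrichment of transcriptional regulation genes among the DEGs (Figure 4B), the paper proposes that TET1 overexpressing cells are more conducive to transcription than control cells.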

**Figure 4:**
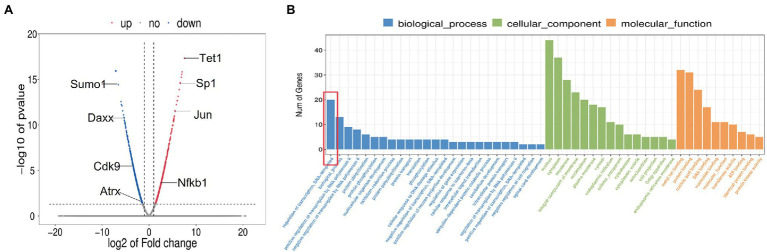
Sequencing results of 36 h transcriptome of TET1 overexpression group and control group. **(A)** Transcriptome 36 h differential gene volcano map. The abscissa represents the differential expression multiple changes of genes in different samples. The ordinate represents the statistical significance of changes in gene expression levels. Red represents significantly upregulated differentially expressed genes, blue represents significantly downregulated differentially expressed genes, and gray dots represent nonsignificantly differentially expressed genes. **(B)** Histogram of GO enrichment of differential genes.

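Jun and Atrx, which are labelled in Figure 4A, were looked up in the deposited table at 36 h. Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222) had an FPKM of 37.8 in MYC and 39.6 in MYC-TET1, a log2 fold change of 0.07. Atrx (ENSMUSG00000031229, chromosome X from 105797615 to 105929403) had an FPKM of 2.07 in MYC and 1.63 in MYC-TET1, a log2 fold change of -0.33. Atrx overlaps 1 other gene on the same strand, and reads in the shared part could have been counted on either gene. With genes overlapping on the same strand summed, an alternative chosen after seeing the data, the log2 fold change was -0.331, close to the main value. Jun and Atrx both changed less than 2-fold. Of the genes compared, 2095 had a larger absolute log2 ratio than Atrx.

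**Figure D2:**
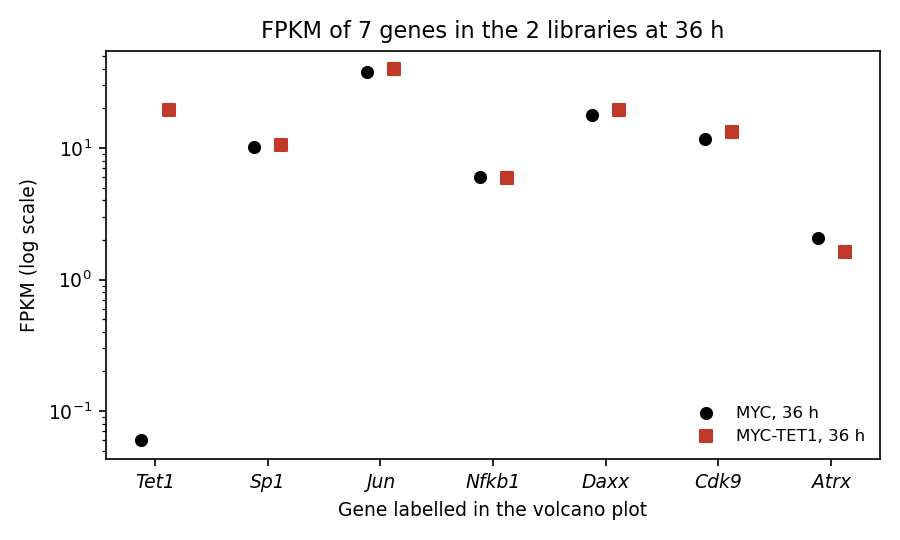
FPKM on a log scale of 7 genes labelled in the volcano plot, with black circles for the MYC library and red squares for the MYC-TET1 library at 36 h, 1 library each. Tet1 rises from 0.06 to 19.6, and the points of the other genes lie close together.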

### SP1 and DAXX Co-regulate Self-Renewal of Spermatogonia

After determining the fluctuating changes in overall mRNA levels after TET1 overexpression, we analyzed the 195 upregulated differential genes and found that SP1 was significantly different (Figure 4A). 

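Sp1 (ENSMUSG00000001280) lies on chromosome 15 from 102406143 to 102432679 on the forward strand in the deposited table, is listed as protein coding, and overlaps no other gene on its strand. At 36 h its FPKM was 10.2 in control cells and 10.5 in the TET1 overexpression group, from 5672 and 7031 counts. The log2 fold change was 0.04. The ratio of the 2 counts, each divided by its library total, was 0.05 on the log2 scale, with an exact Clopper-Pearson 95% interval from 0.00 to 0.10 that covers counting error only. Of the genes compared at 36 h, 9322 had a larger absolute log2 ratio than Sp1.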

QRT-PCR results showed that the mRNA level expression of SP1 increased after TET1 overexpression (Figure 5A), and WB detection revealed that SP1 was also expressed at the protein level (Figures 5B,C), and then we performed immunofluorescence staining of the cells and found that the level of SP1 protein was significantly increased in the TET1 overexpressed cells (Figures 6A,B), indicating an increase in cell viability. The above results indicated that TET1 overexpression upregulated the SP1 expression level, accelerated the gene transcription of the cells, and facilitated cell proliferation. 

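In the deposited RNA-seq table, Daxx (ENSMUSG00000002307, chromosome 17 from 33909414 to 33915590 on the forward strand) had an FPKM of 17.9 in control cells and 19.4 in the TET1 overexpression group at 36 h, from 3788 and 4952 counts. Its log2 fold change was 0.12, and the ratio of the 2 counts per library total had a 95% interval from 0.07 to 0.19 on the log2 scale. Trp53 (ENSMUSG00000059552, chromosome 11 from 69580359 to 69591873), which encodes P53, had 20624 counts in control cells and 23830 in the TET1 overexpression group at 36 h, and its FPKM gave a log2 fold change of -0.06. Neither mRNA passed the 2-fold threshold in either direction, and the difference between the 2 libraries has no replicate check.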

Subsequently, we analyzed among 260 downregulated differential genes and found that DAXX was also significantly differential (Figure 4A), and WB detection of DAXX and its downstream P53 revealed that DAXX and P53 were somewhat decreased in protein level expression (Figures 5D–G), which was consistent with the previous RNA sequencing results. The above results suggest that there may be some connection between SP1 and DAXX and P53, and that DAXX co-regulates transcription and affects cell proliferation by binding to transcription factor SP1, epigenetic modifiers and chromatin remodelers.

**Figure 5:**
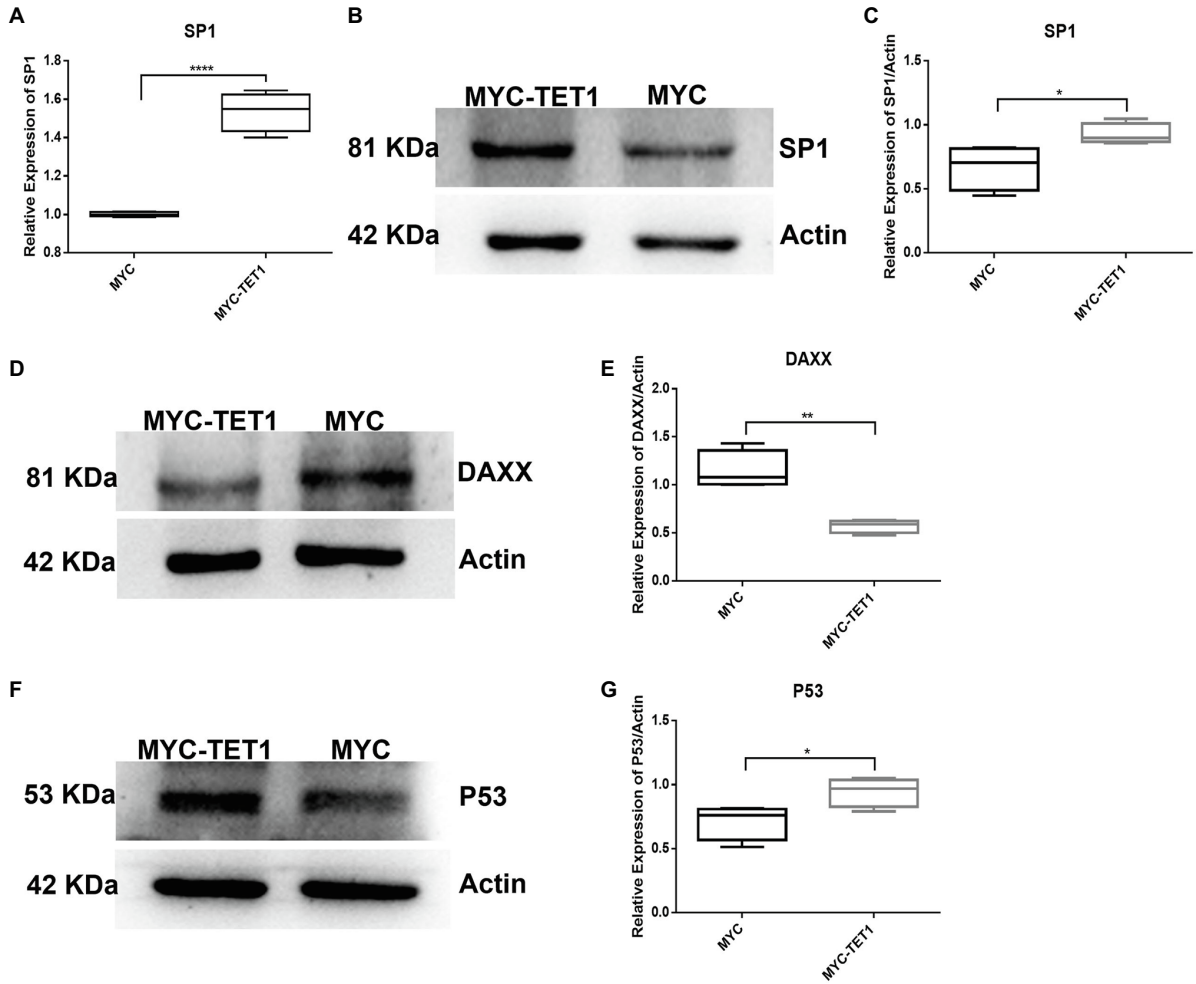
mRNA and protein levels of TET1 and MYC-TET1 cells were detected. **(A)** The mRNA expression of SP1 in spermatogonial cells was detected by QRT-PCR. **(B)** The expression of SP1 in TET1 overexpressed cells was detected by Western Blot. **(C)** Quantification of SP1 protein levels in TET1 overexpressed cells. **(D)** The expression of DAXX in TET1 overexpressed cells was detected by Western Blot. **(E)** Quantification of DAXX protein levels in TET1 overexpressed cells. **(F)** The expression of P53 in TET1 overexpressed cells was detected by Western Blot. **(G)** Quantification of P53 protein levels in TET1 overexpressed cells. *p* < .0001(****), *p* < .001(***), *p* < .01(**), *p* < .05(*).

**Figure 6:**
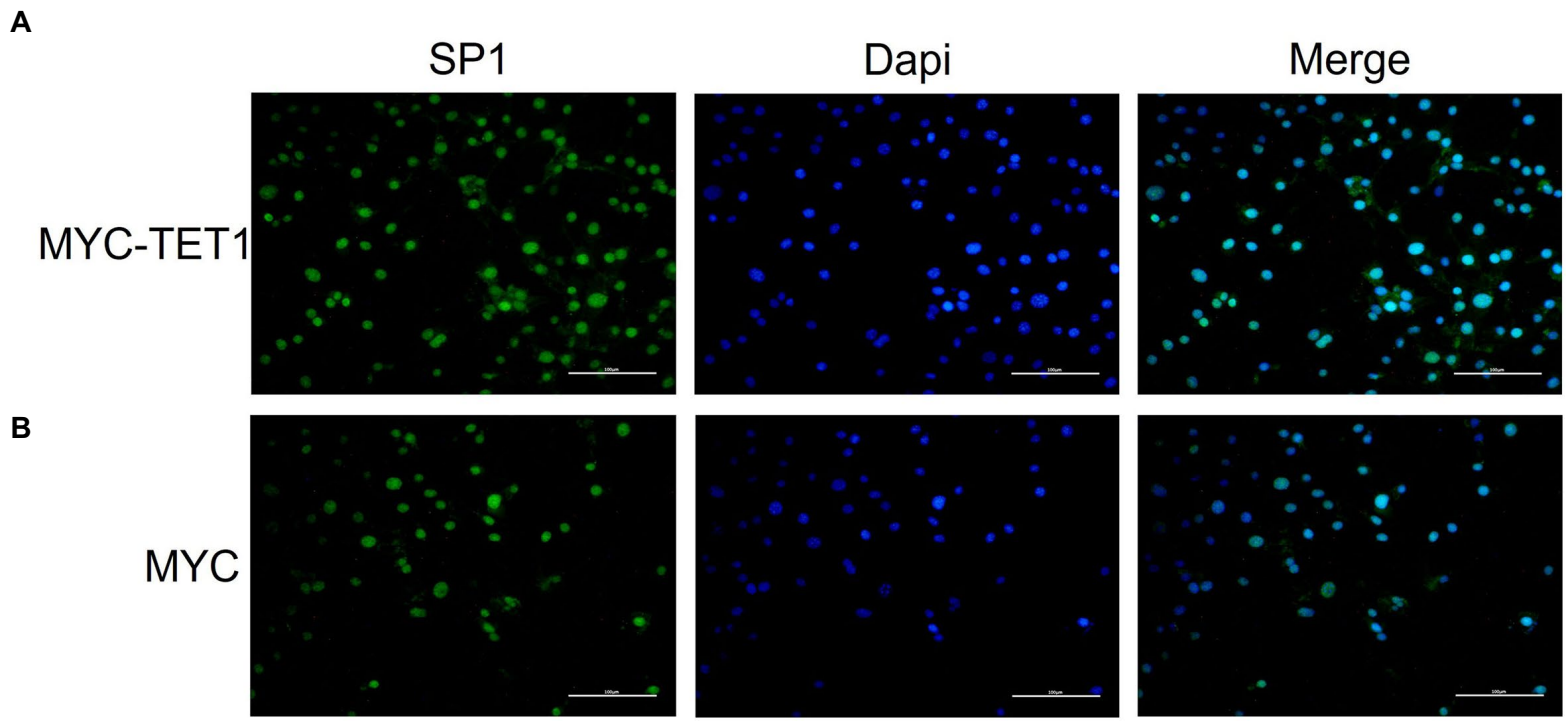
Immunofluorescence staining of SP1 in overexpressed and control cells cultured *in vitro*. **(A)** Immunofluorescence staining of SP1 in overexpressed cells (MYC-TET1) cultured *in vitro*. **(B)** Immunofluorescence staining of SP1 in control cells (MYC) cultured *in vitro*.

### SP1-DAXX-TET1 Affect Self-Renewal of Spermatogonia *via* NF-Kappa B Signaling Pathway

We performed protein sequencing on TET1 overexpression cells and control cells, and KEGG analysis revealed a significant enrichment of differentially expressed genes in the NF-kappa B signaling pathway, suggesting a possible co-regulation of the NF-kappa B signaling pathway (Figure 7A). 

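In the RNA-seq libraries at 36 h, Nfkb1 (ENSMUSG00000028163, chromosome 3 from 135584655 to 135691546 on the reverse strand) had an FPKM of 5.99 in control cells and 5.91 in the TET1 overexpression group, from 4848 and 5759 counts. Its log2 fold change was -0.02, and the ratio of the 2 counts per library total had a 95% interval from -0.07 to 0.04 on the log2 scale, so no difference was detectable at this depth. The sign of this value changed with the scaling, to 0.0007 when FPKM was rescaled to the same sum in each library. Nfkb1 overlaps 1 other gene on the same strand.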

Subsequently, we found multiple protein interaction patterns between significantly differentially expressed genes in the protein interaction network map (Figures 7B–D), and analysis in connection with the KEGG signaling pathway revealed that in the apoptotic signaling pathway, DAXX affects the expression of P53 by regulating downstream Jun, thus playing a pro-apoptotic role, while our transcriptome sequencing results showed that DAXX is expressed in TET1 over expression was downregulated in TET1-overexpressing cells, leading to attenuation of the pro-apoptotic effect, which may be related to the inhibition of NFKB1 that accompanies the apoptotic signaling pathway, which promotes cell survival, and transcriptome sequencing results also showed upregulation of NFKB1 expression. 

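Among the genes compared at 36 h, the mean FPKM of Sp1 lay at percentile 60.8, so Sp1 was expressed at a middle level in these cells. The other members of the SP family were compared in the same libraries. Sp2 had an FPKM of 9.14 in MYC and 7.90 in MYC-TET1, and Sp3 had an FPKM of 18.4 in MYC and 15.9 in MYC-TET1, with a log2 fold change of -0.21 for each gene. Sp4 had an FPKM of 0.24 in MYC and 0.43 in MYC-TET1, from 95 and 203 counts, and stayed below the FPKM of 1 required for the comparison. At 24 h Sp4 went the other way, with an FPKM of 0.49 in MYC and 0.14 in MYC-TET1, from 212 and 66 counts. Neither Sp2 nor Sp3 passed the 2-fold threshold.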

Secondly, we also found that SP1 was highly expressed in TET1 overexpressing cells. 

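At 36 h, Cdk9 (ENSMUSG00000009555, chromosome 2 from 32705784 to 32713076 on the reverse strand) had an FPKM of 11.6 in control cells and 13.3 in the TET1 overexpression group. Its log2 fold change was 0.19, with a 95% interval of the count ratio from 0.14 to 0.26, and 3767 of the genes compared had a larger absolute log2 ratio. Cdk9 overlaps 2 other genes on the same strand, so part of its reads could belong to them. With genes overlapping on the same strand summed, an alternative chosen after seeing the data, the log2 fold change was 0.186, close to the main value. Klf3 had an FPKM of 10.8 in control cells and 9.83 in the TET1 overexpression group, a log2 fold change of -0.13. Pbx3 had an FPKM of 2.01 and 2.26, a log2 fold change of 0.17. Kdm6a, which encodes UTX, had 1469 and 2019 counts, and its FPKM gave a log2 fold change of 0.19. These 4 genes all changed less than 2-fold between the 2 libraries.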

SP1 and its reciprocal protein CDK9 jointly regulate the transcriptional signaling pathway, and high expression of CDK9 affects its downstream KLF3, PBX3 and UTX, playing a differentiation inhibitory, pro-proliferative role. The above results suggest that there may be some antagonistic effect between SP1 and DAXX, and finally reach a dynamic balance to maintain the self-renewal of spermatogonia.

**Figure 7:**
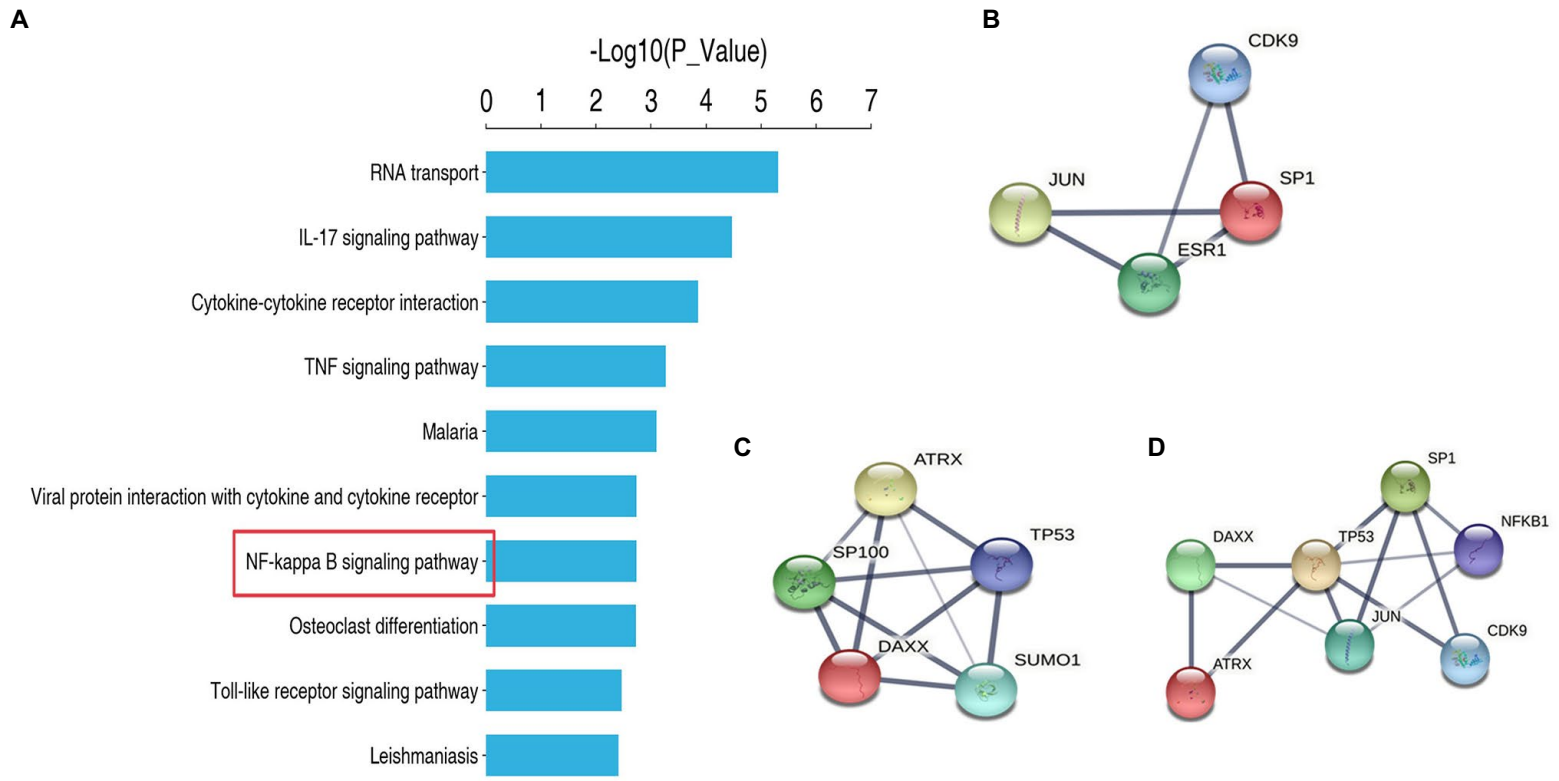
Protein sequencing analysis and protein interaction analysis. **(A)** KEGG enrichment analysis. **(B)** Protein Interaction Analysis of SP1. **(C)** Protein Interaction Analysis of DAXX. **(D)** Protein Interaction Analysis of SP1 and DAXX.

## Discussion

In this study, we determined the differential methylation sites of TET1 hydroxylation by overexpression of TET1 in spermatogonia, and combined with mRNA level and protein level analysis to further explain the regulatory mechanism of TET1 on spermatogonia self-renewal at the epigenetic level. Studies on TET1 in recent years have focused on cancer, with generally low 5hmC expression levels in patients with breast, lung, liver, gastric and pancreatic cancers, suggesting that downregulation of TET1 expression may contribute to cancer and that TET1 plays a tumor suppressive role in epigenetic modifications (Cimmino et al., 2015; Park et al., 2016; Pei et al., 2016; Collignon et al., 2018; Wu et al., 2019; Zhang et al., 2019). Moreover, TET1 can function in different cell types through different regulatory pathways (Hill et al., 2018; Damal Villivalam et al., 2020; Li et al., 2020; Smeriglio et al., 2020). Previous studies have found that TET and its intermediate 5hmC can affect male spermatogenesis through epigenetic modifications and have a crucial role in maintaining spermatogenesis (Ni et al., 2016). TET1 expression levels decline with age and TET1 is also associated with reduced fertility (Huang et al., 2020).

We examined spermatogonia-specific genes at mRNA level and protein level after TET1 overexpression and found that PLZF, a gene related to self-renewal, was upregulated at both mRNA level and protein level, indicating that TET1 has the function of maintaining spermatogonia self-renewal. The mRNA expression levels of Cylin A and Cylin E associated with cell cycle were somewhat decreased, but the expression of PCNA, a gene specific for cell proliferation, was significantly increased at the mRNA level, suggesting that TET1 overexpression did not exactly promote cell proliferation, but rather enhanced cell transcription. The mRNA expression levels of VASA, DAZL, and C-KIT, which are associated with spermatogonia differentiation, were all increased to some extent, indicating that TET1 can promote spermatogonia differentiation. All of these results verified that epigenetic modifications of TET1 play a key role in spermatogenesis and can maintain normal spermatogenesis (Zheng et al., 2016).

Subsequently, we further sequenced TET1 overexpression cells and control cells, and our analysis revealed a total of 455 differentially expressed genes, of which 195 genes were upregulated in expression at the mRNA level and 260 genes were downregulated at the mRNA level. We then used GO enrichment analysis to find that genes involved in transcriptional regulation were significantly enriched in TET1 over-expressing spermatogonia. This result suggests that TET1 overexpressing cells are more conducive to cellular transcription and thus enhanced cellular activity compared to control cells. Among these differentially upregulated genes, we found a significant upregulation of SP1, the SP family that includes SP1, SP2, SP3 and SP4, which function in various important biological processes and have been shown to have biological importance in cell growth, differentiation, apoptosis and oncogenesis (Vizcaíno et al., 2015). SP1 target genes are mainly involved in cell proliferation and tumorigenesis (Safe and Abdelrahim, 2005; Wierstra, 2008). In contrast, in previous experiments, we found that TET1 did not lead to a single proliferation due to high SP1 expression, but achieved a dynamic balance of proliferation, suggesting that SP1 may activate or repress the expression of some genes related to essential cellular functions. Our review of the literature shows the extreme complexity of SP1 function. SP1 not only activates, it also represses the expression of some essential oncogenes and tumor suppressors, and SP1 regulates some genes related to essential cellular functions, such as proliferation, differentiation, apoptosis, senescence, DNA damage response and angiogenesis. SP1 is also importantly associated with inflammation, genomic instability, and epigenetic silencing (Hanahan and Weinberg, 2000; Hanahan and Weinberg, 2011). We subsequently found significant downregulation of DAXX in differentially regulated genes. The biological function of DAXX is complex. Previous studies have identified a common denominator of interest in various cancers, namely that DAXX is overexpressed in a variety of cancers and its possible association with tumorigenesis, disease progression, and treatment resistance. DAXX can regulate transcription by binding to transcription factors, chromatin remodelers, and epigenetic modifiers. Their interactions can even directly affect apoptosis and cell signaling (Mahmud and Liao, 2019). Subsequently, we found that both SP1 and DAXX are proteins that interact with P53 through protein interaction analysis. A previous study showed that SP1 is a key factor in P53-mediated apoptosis (Li et al., 2014). Genome-wide analysis of the chromatin occupied by P53 and parallel analysis of gene expression have identified SP1 as one of the P53 regulators specific for P53-mediated transcriptional responses in the induction of apoptosis in tumor cells (Nikulenkov et al., 2012). Previous studies have identified a potential role of DAXX in the transcriptional, apoptotic and negative regulation of the P53 oncogenic pathway (Wasylishen et al., 2018). We sequenced proteins from TET1 overexpressing cells and control cells, and KEGG analysis revealed a significant enrichment of differentially expressed genes in the NF-kappa B signaling pathway and an overall upregulation of gene expression, suggesting that the NF-kappa B signaling pathway may be synergistically regulated. In the apoptotic signaling pathway, DAXX affects the expression of P53 by regulating downstream Jun, thus acting as a proapoptotic agent, while our transcriptome sequencing results showed that DAXX expression was downregulated in TET1 overexpressing cells, leading to a diminished pro-apoptotic effect, which may be related to the inhibition of NFKB1 that accompanies the apoptotic signaling pathway. KEGG analysis showed that NFKB1 could promote cell survival, and transcriptome sequencing results also showed upregulation of NFKB1 expression. Subsequently, we found that SP1 was highly expressed in TET1 overexpressing cells and that SP1 co-regulates the transcriptional signaling pathway with its counterpart, CDK9. CDK9 high expression affects its downstream KLF3, PBX3 and UTX, acting to inhibit differentiation and promote proliferation. We speculate that there may be some antagonistic effect between SP1 and DAXX, which eventually reaches a dynamic balance to maintain the self-renewal state of spermatogonia.

In summary, our results indicate that TET1 maintains self-renewal of mouse spermatogonia and facilitates cellular transcription, enhancing cellular activity, and we have identified key differential genes affected by the specific effects of TET1 and the mechanisms of interaction between these key differential genes, providing a scientific basis for studying spermatogenesis, revealing the causes of spermatogenic disorders, and elucidating their mechanisms, which may contribute to the understanding of male reproductive disorders.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: GEO, GSE193717; ProteomeXchange, PXD030967.

## Author Contributions

LZ: conceptualization, resources, writing—review and editing, and funding acquisition. LL: methodology, formal analysis, and writing—original draft preparation. JW and SW: validation. JW: investigation. MW: data curation. YC: project administration. All authors contributed to manuscript revision, read, and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (grant no. 31902225), the Anhui Province Natural Science Fund Project (grant no. 1908085QC92), the National Natural Science Foundation of China (82173559), and the Key Research and Development Projects of Anhui Province (202104j07020035).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

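RNA from GC-1 cells transfected with the MYC or the MYC-TET1 plasmid was sequenced at 24 h and at 36 h, with 1 library for each of the 4 conditions. The authors deposited 1 table with the read counts and the FPKM values of 55385 genes, the position of each gene and its gene ontology and pathway annotation. The read counts are whole numbers that the authors did not normalize. The FPKM values were computed by the authors from these reads. The paper's text does not name the aligner, the counting tool, the annotation or the genome build. Of the gene identifiers, 99.6% were found in the GENCODE annotation of GRCm38, and 94.3% of these had the same coordinates there, so coordinates are given as the deposited table gives them.

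Each library was mapped to its condition from the sample labels. The columns were read through a hand-written list that matches each column name to 1 sample title. For each pair of libraries, the log2 ratio of FPKM was computed with a pseudocount of 0.1 for genes with FPKM of at least 1 in at least 1 of the 2 libraries, and a gene was called changed when it was at least 2-fold different, after the fold criterion of the paper. The p criterion of the paper was not applied, because 1 library per condition gives no p-value and the authors' own p-values were not used here. The 2-fold genes were compared between 24 h and 36 h, and the MYC library at 36 h was compared with the MYC library at 24 h as a gauge of how many genes differ between libraries of control cells, where time and library cannot be told apart.

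To say whether a gene list stands apart, its value was set against 10000 random lists of the same size, drawn from 20 bins of mean expression. These percentiles describe the libraries and are not p-values. The background of the annotation share was the genes that passed the same expression filter and had an annotation. Intervals of count ratios are exact Clopper-Pearson 95% intervals. They cover counting error only, and they are too narrow where a sequenced fragment was counted more than once. A share of 3 counts was taken as the smallest that a library can show, and the total counts set that limit.

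Genes were chosen for naming by a rule, which takes the genes that the paper names, apart from 1 gene that is not reported here, and the 5 genes with the largest rise and the 5 with the largest fall among genes changed at least 2-fold the same way at both time points, ranked by the smaller of the 2 absolute log2 ratios. This rule, the comparisons and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 1 or 0.01, no filter on low values, a mean FPKM of at least 5, median-centred log2 ratios, FPKM rescaled to TPM, summed rows that share a gene name, a 4-fold threshold, and genes with a count of 0 left out. Chosen after seeing the data were counts scaled by library total and TMM factors from edgeR, which were used for scaling only and for no test, genes overlapping on the same strand summed, and log2 ratios centred within 20 bins of GC content.

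The computations were tested on simulated counts drawn from the MYC library at 36 h with 200 genes changed 4-fold. Of these genes, 199 were recovered in the right direction among 11753 genes compared, with 19 false calls. The simulated fold lay above the 2-fold threshold, so the test checked the code and does not show how changes near 2-fold are called. Its plain Poisson noise was also milder than the 4 counts per fragment assumed for counting error, so the false calls are not those of the real libraries. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and edgeR 4.0.16 were used. The QRT-PCR, Western blot, immunofluorescence and protein sequencing experiments were not analysed here.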

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

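The tests of pseudogenes below were chosen only after the result was seen. The tests of the contrasts, counting error, overlapping genes, GC content and transcript length were set out before their results were seen.

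The paper reports on the 36 h libraries, and the 24 h libraries give a signal in data it does not discuss. The log2 fold change of Tet1 at 24 h was 8.04, from 61 counts in MYC and 49451 in MYC-TET1. No technical explanation was tested for it, and no biological explanation beyond the transfected plasmid.

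Of the 448 genes at least 2-fold different at 36 h, 348 were also measurable at 24 h. At 24 h, 59 of these genes were at least 2-fold different the same way, 28 higher and 31 lower, and 53 were at least 2-fold different the opposite way. The remaining 236 were not 2-fold different at 24 h. The opposite direction at the 2 time points was not tested, since each time point has 1 library per plasmid. Across the genes called at 36 h other than Tet1, the Pearson correlation of the 2 log2 ratios was 0.003, and genes are not independent replicates.

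Many of the 36 h calls came from 1 library standing apart. The MYC library at 36 h was at least 2-fold above or below all of the other 3 libraries in 122 of the 448 genes, and the MYC-TET1 library at 36 h in 99.

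Several explanations for this near balance were examined. If TET1 overexpression moved these genes, more genes would differ by plasmid than in a crossed contrast of MYC at 24 h and MYC-TET1 at 36 h against the other 2 libraries. Averaged over the libraries, 292 genes differed at least 2-fold by plasmid and 264 in the crossed contrast, which leaves an effect of TET1 on part of the genes open. Counting error alone gave a mean of 82.5 genes in 100 sets of Poisson draws that assumed 4 counts per fragment, fewer than the 448 observed. Overlap with another gene on the same strand was found for 34.2% of the 2-fold genes, against a median of 23.9% in matched random lists, and was higher than in nearly all of those lists. Among 122 overlapping genes with counted neighbours, 80, or 65.6%, had neighbours whose summed counts moved the opposite way (exact 95% interval from 56.4% to 73.9%). The interval treats genes as independent, which genes that overlap each other are not, so it may be too narrow. Pseudogenes made up 35.5% of the 2-fold genes against a median of 14.5% in matched lists, again higher than in nearly all of them. A candidate explanation for part of the 2-fold genes is therefore a different assignment of reads among overlapping genes and copies. With genes overlapping on the same strand summed, an alternative chosen after seeing the data, 42 opposite and 41 same-way genes were left, so overlap does not account for the balance by itself. The log2 ratio at 36 h followed GC content across genes with a Spearman rho of 0.21, just above the 0.2 set as the limit. At 24 h the rho was 0.192. A trend of the same sign at both times moves a gene the same way, so by itself it does not give the opposite calls. Centring the ratios within bins of GC content left 52 opposite and 60 same-way genes. This centring moved single genes by far less than 2-fold, so it could hardly change the calls, and GC content is not excluded for part of them. The rho with transcript length was 0.024. Summing copies with their parent genes was not tested. The cause of the balance is left open, and the pattern is not called biological.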

How the results depend on the processing

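The MYC and MYC-TET1 libraries can be paired by time, with 1 pair at 24 h and 1 pair at 36 h, but no paired test was run. A model with time as the block would leave 1 residual degree of freedom, and it was not fitted. With MYC and MYC-TET1 matched by time and averaged over 24 h and 36 h, 292 genes differed at least 2-fold by plasmid, a count without a test. The 2-fold threshold together with the authors' p-value was not run, because no such p-value was used here. No results of leaving out a replicate exist, since each condition has 1 library.

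The counts of 2-fold genes moved by more than 1.5 times under 5 of the alternatives set before the data were examined. A 4-fold threshold can only lower them, and no separate test of the cause was run for the others. The main counts were 209 higher and 239 lower at 36 h, 189 higher and 192 lower at 24 h, 565 between the MYC libraries, and 59 changed the same way at both times. With a pseudocount of 1, they were 118, 127, 106, 95, 279 and 29 in that order. Without a filter on low values, they were 1160, 1018, 887, 923, 2281 and 285. With a mean FPKM of at least 5, they were 61, 59, 57, 42, 158 and 19. With TPM, they were 543, 571, 462, 484, 1248 and 158. With a 4-fold threshold, they were 66, 75, 56, 59, 147 and 13. The other alternatives, including those chosen after seeing the data, stayed within 1.5 times. In each of the alternatives run on all 6 counts, more genes differed between the MYC libraries than between MYC-TET1 and MYC at 36 h or at 24 h.

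The share annotated to regulation of transcription was 17.0%. It moved to 9.2% with a mean FPKM of at least 5, where matched random lists had a median of 4.6%, and it was 22.9% with the 4-fold threshold, where they had a median of 10.4%. The cause was not tested. The log2 fold change of Tet1 was 6.98, and it was 4.29 with a pseudocount of 1, 8.21 with a pseudocount of 0.01, 7.76 with TPM and 8.30 with TMM-scaled counts, an alternative chosen after seeing the data. Tet1 stayed far above the 2-fold threshold under each of these. The log2 fold change of Nfkb1 was -0.02, and its sign reversed to 0.0007 with TPM and to 0.0151 with ratios centred within GC bins, also chosen after seeing the data. For genes with FPKM well above the pseudocount, such as Nfkb1, the TPM scaling adds about 0.021 to the log2 ratio at 36 h, which is larger in size than the value of Nfkb1. For genes with low FPKM in either library, such as Tet1, TPM also makes the pseudocount smaller relative to the values, so the shift differs. The cause of the change with GC bins was not tested. Sp1 and Daxx stayed within the counting interval of their main values under the alternatives run. Counting error alone gave a mean of 82.5 2-fold genes at 36 h against 448 observed, in Poisson draws that assumed 4 counts per fragment. This mean depends on the assumption, so it does not fix the share of these calls that is due to depth.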

Differences from the paper's values

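The paper's values for single genes were read by eye from Figure 4A. The log2 fold change of Tet1 at 36 h was 6.98 against the paper's value of about 7.6 in Figure 4A. For Sp1 it was 0.04 against about 6.7 in Figure 4A, for Jun 0.07 against about 5.6 in Figure 4A, and for Nfkb1 -0.02 against about 2.6 in Figure 4A. For Daxx it was 0.12 against about -5.3 in Figure 4A, for Cdk9 0.19 against about -3.3 in Figure 4A, and for Atrx -0.33 against about -1.5 in Figure 4A. None of the alternatives set before the data were examined closed the gap for Sp1, Jun, Nfkb1, Daxx, Cdk9 or Atrx. Whether Figure 4A shows values of genes, of transcripts or of another comparison was not tested. The cause of the gap for these genes is therefore left open. For Tet1, the alternatives lay on both sides of the paper's value, and the closest was 7.76 with TPM, a difference that a reading by eye does not resolve.

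The paper counts 455 DEGs at 36 h, 195 upregulated and 260 downregulated, with a p criterion that was not applied here. The main counts, 448 in all with 209 higher and 239 lower, were within 1.5 times of the paper's. With a pseudocount of 0.01, 485 genes were found, 224 higher and 261 lower. With TMM-scaled counts, an alternative chosen after seeing the values, 195 genes were higher and 214 lower. The settings that reach the paper's counts for the whole list are not a match of the genes in it, since the paper's list of genes was not used here. The number of 2-fold genes annotated to regulation of transcription was 30, against about 20 in Figure 4B, read by eye.

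The paper states that SP1 and NFKB1 were upregulated and DAXX was downregulated in its transcriptome data, while the log2 fold changes were 0.04, -0.02 and 0.12 in the deposited table. The paper's text describes high expression of CDK9, and Figure 4A places Cdk9 among the downregulated genes, while its log2 fold change was 0.19.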

Other observations

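The tests of multiples of 4 below were chosen only after the result was seen.

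Genes that the paper measured by QRT-PCR were looked up in all 4 libraries. Zbtb16, which encodes PLZF, Dazl, Magea4 and Ccna1 had a count of 0 in each library. Ddx4, which encodes VASA, had 4 counts in MYC-TET1 at 24 h and 0 elsewhere, Prdm1 had 4 counts in MYC at 36 h and 0 elsewhere, and Kit had between 4 and 21 counts. Pcna had an FPKM of 191 in MYC and 188 in MYC-TET1 at 24 h and of 168 in MYC and 178 in MYC-TET1 at 36 h. Ccna2 had an FPKM of 47.3 in MYC and 45.4 in MYC-TET1 at 24 h, a log2 fold change of -0.06, and of 51.5 and 51.4 at 36 h. Ccne1 had an FPKM of 19.7 in MYC and 17.5 in MYC-TET1 at 24 h, a log2 fold change of -0.17 with a 95% interval of the count ratio from -0.23 to -0.10, and of 18.0 and 18.7 at 36 h. Ccne2 had a log2 fold change of -0.03 at 24 h and -0.02 at 36 h. Gfra1 had 149 counts in MYC and 141 in MYC-TET1 at 24 h, and 126 and 155 at 36 h, with log2 fold changes of -0.14 and 0.03. The paper's methods give 24 h after transfection for the QRT-PCR cells, which is the time of 2 of the libraries.

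Counts from 1 to 40 were multiples of 4 in 37.3% of 26036 values, against 25% for even spacing. This is consistent with several counts per sequenced fragment for some reads, and no biological explanation was tested.

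At 24 h, the log2 fold change of Sp1 was -0.09, with a 95% interval of the count ratio from -0.14 to -0.04, and that of Daxx was -0.07, with an interval from -0.11 to -0.02. Both signs were opposite to those at 36 h, the intervals cover counting error only, and whether the time points differ was not tested. Nfkb1 had a log2 fold change of 0.02 and Cdk9 of -0.01 at 24 h. Tet3 had an FPKM of 0.70 in MYC and 2.31 in MYC-TET1 at 24 h, a log2 fold change of 1.58, but 2.23 and 2.39 at 36 h, so the MYC library at 24 h stood apart from the other 3. Tet3 overlaps 2 other genes on the same strand. Tet2 and Esr1 stayed under an FPKM of 1 in all 4 libraries. Tdg had a log2 fold change of 0.13 at 24 h and 0.11 at 36 h, and Sp100 of 0.04 and 0.24.

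Between the MYC libraries at 24 h and 36 h, 565 genes were at least 2-fold different, more than the 448 between MYC-TET1 and MYC at 36 h. Gapdh, a common reference gene, was among them. Its FPKM was 19.8 in MYC and 22.2 in MYC-TET1 at 24 h, and 78.1 in MYC and 95.3 in MYC-TET1 at 36 h. Actb had an FPKM of 323, 331, 380 and 370 in the same order. Summed with the 2 pseudogenes that the table names after Gapdh, the counts relative to the library total were still 4.29 times higher at 36 h in the MYC-TET1 libraries. Copies without such a name were not in the sum, so shared reads cannot be excluded. Other technical explanations were not tested, and time and library cannot be told apart.

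A gene was called cleanly split when both libraries of 1 pair were at least 2-fold above both libraries of the other pair. There were 64 clean splits by plasmid, 90 by time and 53 in the crossed contrast. Random switching between levels may therefore give part of the 64 splits by plasmid. Splits of at least 4-fold numbered 15 by plasmid, 16 by time and 21 in the crossed contrast, and 4, 3 and 5 with a mean count of at least 1000. Splits of at least 8-fold numbered 10 by plasmid, 6 by time and 6 in the crossed contrast, and 2, 0 and 1 with that mean count, so the order of the contrasts depends on the fold required. Among the 5 largest falls at both times, Sox12 had an FPKM of 22.7 in MYC and 1.37 in MYC-TET1 at 24 h, and of 24.4 and 1.57 at 36 h, from 7278 and 566 counts at 36 h. Apart from Tet1, the largest rises were in Gm22357, Snora7a, Gm2792 and n-R5s39, which are listed as small RNAs or a pseudogene. From MYC to MYC-TET1 at 36 h, their counts were 1 and 45, 4 and 62, 44 and 898, and 0 and 9. The other large falls were the small RNA Gm23212 (28 and 1 counts), Gm44502 (679 and 0), and the pseudogenes Gm15027 (31 and 4) and Gm14036 (3402 and 283). Gm44502 overlaps 2 other genes on its strand. Gm23212 and Gm22357 lie close together on the same strand and moved opposite ways. The log2 fold change of Sox12 was -3.95 at 24 h and -3.87 at 36 h, while its log2 ratio was 0.11 between the MYC libraries and 0.19 between the MYC-TET1 libraries. Sox12 was picked as one of the genes with the largest falls at both times, so the repeat at the other time is part of its choice, and no further library was there to check it.

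The share of genes annotated to regulation of transcription was also computed for other pairs of libraries. It was 13.5% among the 2-fold genes at 24 h, at percentile 97.85 of matched random lists, 9.3% among those between the MYC libraries, at percentile 54.7, and 11.1% among those between the MYC-TET1 libraries, at percentile 89.4. An effect of TET1 overexpression on such genes would raise the share at both times. A raised share does not show that the same genes moved, or moved the same way, and neither was computed. The pair of MYC-TET1 libraries lies between the others. Leaving out genes described as zinc finger proteins lowered the share at 36 h to 10.0%, at percentile 93.1, against a median of 6.9% in matched lists. Leaving them out removes 14 of the 30 annotated genes and does not measure how reads were shared, so the pattern cannot be told apart from reads shared between zinc finger paralogs. The percentile at 24 h was only just above the limit set for it.

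Genes of the NF-kappa B signaling pathway, which the paper reports on from protein sequencing, had a median log2 ratio of 0.04 over 51 genes at 36 h, at percentile 96.3, and of -0.022 at 24 h, at percentile 24.3.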
